A study of Rattus norvegicus with 7 samples.

How the data were processed

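RNA sequencing was done on meibomian glands of female Sprague-Dawley rats aged 3 months, with 4 untreated control animals and 3 animals whose upper eyelids were irradiated with ultraviolet B light (UVB). Per the labels, the upper eyelids were shaved and exposed to 300 mJ/cm2 in a session of 5 min per day on 5 days, the lids were removed, and the glands were dissected and snap frozen. The labels give this protocol for every sample and list the controls as untreated; whether controls were shaved, and the time between the last exposure and dissection, are not stated. Total RNA was extracted with a column kit that included DNase treatment, and libraries were made with standard Illumina protocols, per the labels. The aligner, the counting program, the genome build, the annotation and the handling of strand are not stated.

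The authors deposited a table of expected counts (estimated counts per gene, without normalisation) and a table of TPM values (transcript abundance corrected for length and scaled by the authors to a common library total). The deposited counts are called raw by the authors, and 12.5% of the values were not whole. The deposited TPM values of each library summed to between 82.0% and 84.1% of the full TPM total, so the scaling covered more genes than were used here. Gene names containing unquoted commas moved the cells of many rows, so the 7 values were read from the right-hand end of each row. Of the rows in each table, 5 lacked a value and were left out, which left 17246 genes per table, 17245 of them in both. The order of the cells was checked with the ratio of count to TPM: of 11951 genes with at least 30 counts and 0.3 TPM in every library, 9 had a ratio off by more than 1.5 times in any library. The columns name the group of each library but not its replicate number, so libraries are called control a to d and UVB a to c, letters that carry no pairing. No pair of libraries in a group agreed within sampling noise: the chi-square per degree of freedom was at least 10.5 in every pair, so each library counted as 1 replicate.

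Expected counts were rounded to whole numbers and tested in edgeR 4.0.16 (R 4.3.3) with the quasi-likelihood test, robust empirical Bayes, TMM factors and the filterByExpr filter by group, which kept 13709 genes. The design had been fixed for raw counts before the data were examined, and the same test was kept with rounding. P-values are two-sided and Benjamini-Hochberg adjusted, with a threshold of 0.05. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Expression is given as TMM-normalised CPM, counts scaled to a common library total, computed here. Libraries were compared by Spearman correlation of log2 CPM (prior count 2), with an exact two-sided permutation test over the 35 splits of 7 libraries into 4 and 3. Library totals ran from 20680237 to 28784941 counts. A floor of 3 counts was used: a fold against a group with every library at or under it is given as a lower bound, which covers counting error only.

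Lists of genes for 12 processes were fixed before the data were examined and tested with camera (inter-gene correlation 0.01), adjusted over the 12 lists. A list's value is the median log2 fold change of its tested members. Of 482 listed symbols in these and in further lists of cell type markers, 64 were not analysed here and 3 were matched through another symbol. Older symbols were looked up in the RefSeq gene table of rat assembly GRCr8, where 15511 of the genes were found. That table served only for names and neighbours, and no coordinates are given because the build used by the authors is not named. Named genes followed a rule set in advance: 9 fixed genes, the 8 largest changes in each direction, and the 3 members with the smallest p-value of each list past the threshold. The largest changes were drawn from genes past the threshold with a mean count of at least 50, a named symbol and every UVB library beyond every control. The rule gave 40 genes, 1 of which is not reported here; the fixed gene Krt6a was not analysed here.

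The fits were tested on simulated counts with 200 genes changed by 2-fold, each drawn from genes with a mean count of at least 50. Recovery of scarcer genes was not tested. edgeR recovered 89.0% of the 200, all with the right sign, and 7.77% of its 193 calls were false. DESeq2 recovered 92.0% with 16.7% of its 221 calls false, limma-voom 89.5% with 6.28% of 191 false, limma-voom with quality weights 89.5% with 5.79% of 190 false, and limma on TPM 89.7% of 195 with 4.89% of 184 false. Of 20 simulated lists shifted by 0.4 on the log2 scale, camera called 20, and it called 1 of 20 lists left unshifted. The simulated genes were drawn independently of each other.

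The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1) with and without quality weights, DESeq2 size factors, upper quartile factors, library size alone, no low-count filter, a mean count of at least 50, the fit without robust estimation, and limma with a trend on log2(TPM + 1) or log2(TPM + 0.1). The TPM fits kept genes with a mean TPM of at least 1, or every gene above 0. Further alternatives left out the 20 most abundant genes with mitochondrial rRNA, left out each replicate in turn, used an adjusted p of 0.01 or glmTreat, and tested the lists with fry or with an estimated correlation. A fit on unrounded counts was chosen after seeing the data. Standard deviations between replicates include animal, dissection and library differences, and no batch is given in the labels.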

Results

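Gene expression was measured by RNA sequencing in the meibomian gland, the holocrine gland of the eyelid that secretes the lipid layer of the tear film. The series compared irradiated with non-irradiated rats, to find which transcripts of the gland differ after UVB exposure of the eyelid. There were 4 control libraries and 3 UVB libraries, each from wild-type rats. The libraries held 23819078 ± 3436624 counts (SD, n = 4) in the controls and 24316637 ± 3191262 (SD, n = 3) after UVB, which did not differ (exact two-sided permutation test, p = 0.857). At least 1 count was recorded for 15566 ± 108 genes (SD, n = 4) in the controls and 15523 ± 65.0 (SD, n = 3) in the UVB libraries (exact permutation p = 0.629). The desaturase gene Scd was the most abundant transcript in every library and took 7.96% ± 0.584 of the counts (SD, n = 4) in controls and 7.75% ± 0.825 (SD, n = 3) after UVB (exact permutation p = 0.629).

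Libraries of one group were more alike than libraries of different groups. The mean Spearman correlation of log2 CPM was 0.993 over the 9 pairs within groups (0.990 to 0.995) and 0.983 over the 12 pairs between groups (0.981 to 0.986). The difference of 0.00973 had an exact permutation p of 0.0286, the smallest that 35 splits can give. The alternative that moved it most, Pearson correlation or TPM values, gave at most 0.0126 with the same p. The first principal component held 46.6% of the variance and separated the groups, and the second held 15.8% and spread libraries within both groups.

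**Figure D1:**
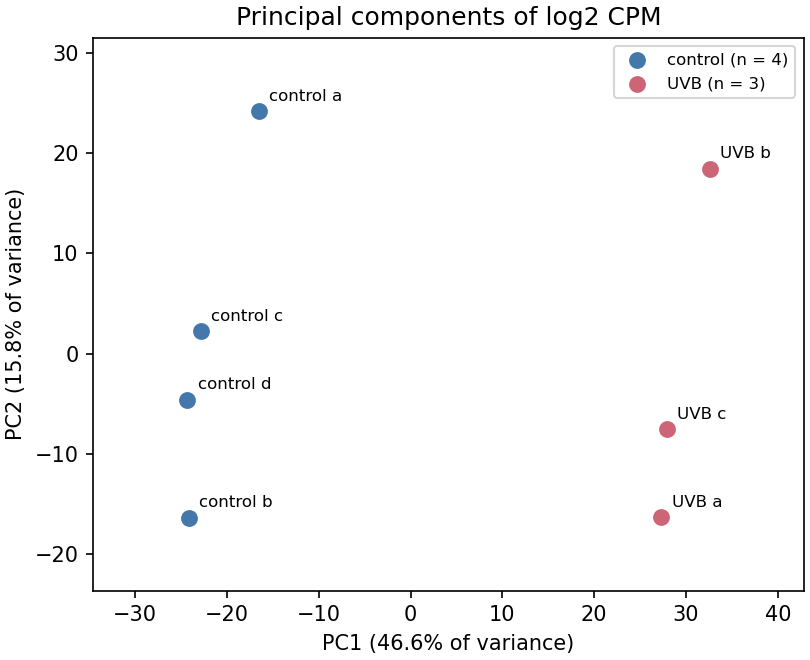
Principal components of log2 CPM over the 13709 tested genes, with PC1 on the horizontal and PC2 on the vertical axis, and each point 1 library. The 4 control libraries lie below 0 on PC1 and the 3 UVB libraries above 0, while control a and UVB b lie apart from the rest of their groups on PC2.

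The main comparison asked how many genes differ between UVB and control glands. Of 13709 genes tested with edgeR's quasi-likelihood test, 1787 had an adjusted p under 0.05, 863 of them higher and 924 lower in the UVB libraries. Of these, 379 differed by at least 2-fold, 182 higher and 197 lower. The groups did not overlap for 3645 genes, 26.6% of those tested, where chance gives 5.71%; these included 1757 of the 1787. The median log2 fold change of all tested genes was -0.0058. Among the alternatives that kept the threshold and all libraries, log2(TPM + 1) without a filter moved the count most, to 1137. Some single libraries had a larger effect: 851 genes passed without control c, 943 without control d, 1047 without UVB b and 1097 without control b. The count moved less without UVB c (1168), UVB a (1214) or control a (1898). Of the 851, 827 were among the 1787. The balance of directions also rested on single libraries: without UVB b, 613 genes were higher and 434 lower (58.5% higher), and 201 and 89 by at least 2-fold, and without control d the 2-fold genes were 153 higher and 109 lower. A direct test against a 2-fold change (glmTreat) called 12 genes, so for most of the 379 the size of the change was not resolved from 2-fold.

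Genes fixed in advance for lipid secretion moved unequally. Awat2 (NCBI gene 302425), which encodes a wax alcohol acyltransferase, measured 9122 ± 523 CPM (SD, n = 4) in the controls and 5782 ± 285 CPM (SD, n = 3) after UVB. Its log2 fold change was -0.66 (SE 0.093, edgeR adjusted p = 0.00453), with every UVB library below every control. It lost its call in 1 alternative, log2(TPM + 1) without a filter (-0.65, adjusted p = 0.0761; the highest over its alternatives). The fatty acid elongase gene Elovl4 (-0.24, SE 0.11, adjusted p = 0.172), the sterol acyltransferase gene Soat1 (0.10, SE 0.12, adjusted p = 0.622) and Pparg, which encodes a nuclear receptor of lipid-storing cells (0.22, SE 0.090, adjusted p = 0.136), did not pass the threshold. The log2 fold change of Soat1 ran from 0.045 without control b to 0.19 without control a, and that of Pparg fell to 0.13 without UVB b; neither passed in these fits.

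Among the other fixed genes, the basal keratin gene Krt14 rose from 5100 ± 478 CPM (SD, n = 4) to 7059 ± 343 CPM (SD, n = 3), a log2 fold change of 0.47 (SE 0.099, edgeR adjusted p = 0.0173). That call was lost without control c (adjusted p = 0.0628), without UVB c (0.0569) and under log2(TPM + 1) without a filter (0.107), the highest over its alternatives. Counts of Krt14 were not whole in any library, so part of its reads was shared with other genes and its level is uncertain. The spinous keratin gene Krt10 (0.070, SE 0.15, adjusted p = 0.798), the cytokine gene Il1b (0.78, SE 0.32, adjusted p = 0.139) and the cell cycle inhibitor gene Cdkn1a (0.16, SE 0.11, adjusted p = 0.367) did not differ by this test. The sign of Krt10 changed to -0.10 without UVB c, and its log2 fold change was 0.21 without UVB b. That of Il1b fell to 0.39 without UVB a, and that of Cdkn1a rose to 0.25 without control a, without a call. Il1b was scarce, at 1.33 ± 0.327 CPM (SD, n = 4) in controls and 2.30 ± 0.967 CPM (SD, n = 3) after UVB, although its groups did not overlap.

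The largest increases included Lcn2 (NCBI gene 170496), which encodes lipocalin of neutrophils and epithelium. It had at most 3 counts in any control and 7.36 ± 5.82 CPM (SD, n = 3) after UVB, at least 57.5-fold higher (edgeR adjusted p = 0.00517). Without UVB a the mean was 4.21 CPM and the bound 32.9-fold. The vitamin D hydroxylase gene Cyp24a1 had at most 4 counts in a control and 10.34 ± 13.98 CPM after UVB (SD, n = 3, adjusted p = 0.0235), but 1 library carried most of it: without UVB c the mean was 2.29 CPM, and 9 alternatives gave an adjusted p above the threshold, up to 0.120. The histidine decarboxylase gene Hdc reached 8.21 ± 7.43 CPM (SD, n = 3) from 0.383 ± 0.108 (SD, n = 4), and 3.96 without UVB a. Steadier increases were those of Prg4 (log2 fold change 3.34, SE 0.20, adjusted p = 0.000472), Sprr1b (3.71, SE 0.27, adjusted p = 0.000769) and Cpxm1 (4.01, SE 0.36, adjusted p = 0.0023). Cd163 (3.50) and Car2 (3.25) completed the 8. Prg4 had no whole count in any library and overlaps Tpr in GRCr8, so its count is uncertain.

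The largest decrease was that of the keratin gene Krt77 (NCBI gene 406226), from 43.9 ± 27.5 CPM (SD, n = 4) to 0.746 ± 0.289 CPM (SD, n = 3), a log2 fold change of -5.90 (SE 0.63, edgeR adjusted p = 0.00348). The other genes of this group were Bsn (-3.84), Igfn1 (-2.38), Slc38a4 (-2.28), Kcna2 (-2.21), Ccl11 (-2.06), Alox12e (-2.02) and Lce1m (-1.98). The amino acid transporter gene Slc38a4 fell from 92.3 ± 26.3 CPM (SD, n = 4) to 19.1 ± 6.70 CPM (SD, n = 3) with an adjusted p of 0.00775. Bsn was near the floor after UVB, with at most 8 counts in a library. The calls of Ccl11 and Lce1m were fragile: Ccl11 lost it in 6 of its alternatives (adjusted p up to 0.0777) and Lce1m in 10 (up to 0.0883), each of them in all or most fits that left out 1 library. Values for Slc38a4 and Cyp24a1 are uncertain in a further way, since each overlaps another gene in GRCr8 and the handling of strand is not stated. The same holds for Krt10, Fdft1, Plk1, Rrm2 and Lox.

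**Figure D2:**
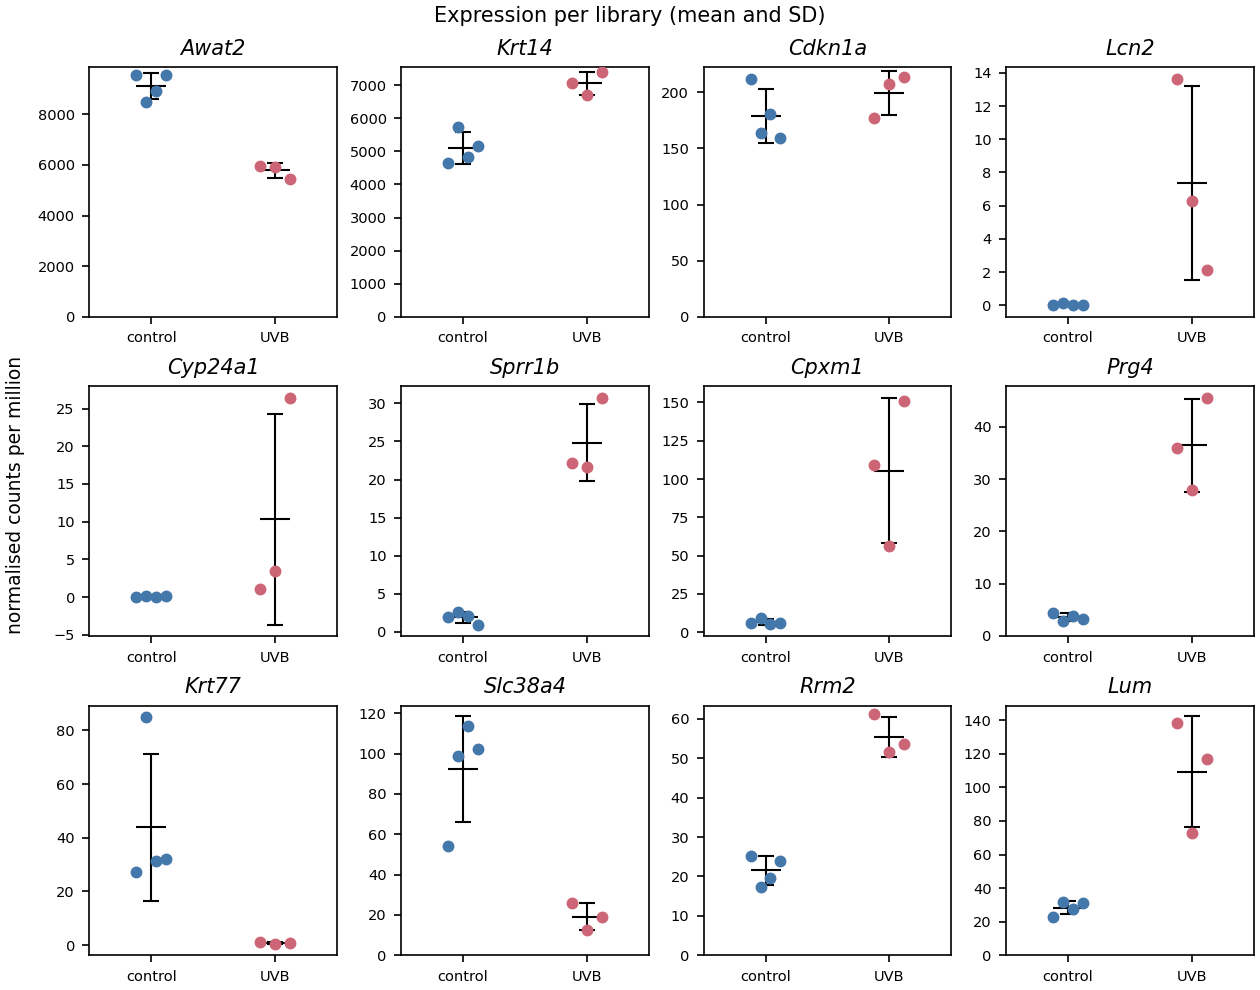
Normalised CPM (vertical axis, linear) of 12 genes in each control and UVB library; points are libraries and bars are the mean and SD (n = 4 and n = 3). Awat2, Krt77 and Slc38a4 are lower in every UVB library, Cdkn1a overlaps, the other 8 are higher in every UVB library, and Cyp24a1 and Lcn2 vary most between UVB libraries.

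Lists fixed in advance asked whether whole processes shifted. Of 12 lists, 6 passed camera's adjusted threshold, all higher after UVB. The cell cycle list rose by a median log2 fold change of 0.64 (camera adjusted p = 1.04e-21), with 28 of 28 members above 0 and 18 called over all genes, or 24 adjusted over the list alone. Its leading members were Rrm2 (1.36, SE 0.13), Cenpe (1.06, SE 0.10) and Plk1 (1.06, SE 0.10). Counts of Rrm2 were not whole in any library. The wound keratinocyte list rose by a median of 0.96 (adjusted p = 1.05e-16), with 11 of 20 members called and 14 adjusted over the list alone, none of them lower; Sprr1b, Epgn (2.41, SE 0.22) and Itga5 (0.99, SE 0.091) led it. The inflammatory cytokine list rose by a median of 0.97 (adjusted p = 1.88e-07), the same with its 3 genes at the floor set to their bounds. The median was 0.62 with a filter at a mean count of 50 and 0.53 under log2(TPM + 1) without a filter, and the list passed in both. In it 11 of 24 members were called higher and 1 lower, or 12 and 2 adjusted over the list alone, and Selp (1.82, SE 0.22) and Ccl2 (2.55, SE 0.40) led it with Lcn2. In each of these lists the mean of the members was above every control in 3 of 3 UVB libraries.

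The other 3 rises were smaller. The extracellular matrix list had a median of 0.31 (adjusted p = 8.28e-05, 3 of 3 UVB libraries above every control), which fell to 0.16 without UVB a. In it 7 of 21 members were called higher and 1 lower, also when adjusted over the list alone, led by Lum (1.95, SE 0.21), Thbs2 (1.10, SE 0.18) and Lox (1.13, SE 0.20). The cholesterol synthesis list had a median of 0.28 (adjusted p = 3.31e-06, 2 of 3 libraries). In it 5 of 23 members were called higher, or 9 adjusted over the list alone, with 22 above 0; Ebp (0.53, SE 0.089) and Fdft1 (0.51, SE 0.11) were among its leading members. Fdft1 lost its call without control b, c or d and without UVB a or c, at adjusted p-values up to 0.0652. The list of targets of NRF2, an oxidative stress factor, had a median of 0.18 (adjusted p = 0.00115, 2 of 3 libraries) and did not pass without UVB b (0.11, adjusted p = 0.0529). In it 5 of 20 members were called higher and 1 lower, or 7 and 2 adjusted over the list alone, led by Txn1 (0.53, SE 0.059), Gstm1 (0.76, SE 0.11) and Gsta4 (0.60, SE 0.090), whose counts were not whole in 1 library. The choice of list test mattered most: under fry only the cell cycle (adjusted p = 0.0151), wound keratinocyte (0.00378) and inflammatory cytokine (0.0151) lists passed, and with an estimated inter-gene correlation only the wound keratinocyte list did (0.0363).

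The remaining 6 lists did not pass. For cornification and p53 targets camera's direction was up although the median was below 0. Their adjusted p-values thus do not go with the sign of the median. Meibum lipid synthesis had a median of 0.16 (camera adjusted p = 0.326), with 4 of 25 members called higher and 3 lower, or 6 and 4 adjusted over the list alone; the median was 0.073 without control b, 0.064 without UVB b and 0.062 without UVB c, and the list passed without control a (0.19, adjusted p = 0.0357). Lipid droplet genes and targets of PPARG had a median of -0.072 (adjusted p = 0.709), with 1 of 17 called higher and 5 lower, or 3 and 6 adjusted over the list alone; the median was -0.12 without control d, -0.14 without UVB b and -0.044 without UVB a. Cornification had a median of -0.10 (adjusted p = 0.823), with 5 of 25 called higher and 7 lower, or 7 and 8 adjusted over the list alone; it became 0.042 without UVB b, and was -0.26 without UVB c, -0.16 without control a and -0.056 without control d. Targets of p53, a factor activated by DNA damage, had a median of -0.021 (adjusted p = 0.709), with 3 of 22 called higher and 1 lower, also when adjusted over the list alone; its sign changed in 8 alternatives, the 3 TPM fits and those without control b (0.035), control c (0.012), control d (0.0096), UVB a (0.013) and UVB b (0.030). Nucleotide excision repair had a median of 0.054 (adjusted p = 0.709), with 0 of 20 called, also when adjusted over the list alone; it was 0.035 without UVB a and 0.084 without UVB c. The interferon response had a median of -0.10 (adjusted p = 0.0771), with 3 of 26 called lower, or 5 adjusted over the list alone; it was -0.0011 without UVB b, -0.023 without UVB a and -0.033 without control b, and the list passed without UVB c (-0.24, adjusted p = 0.00113), without control c (-0.081, 0.0301) and without control d (-0.12, 0.0497), against at most 0.822 over its alternatives.

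**Figure D3:**
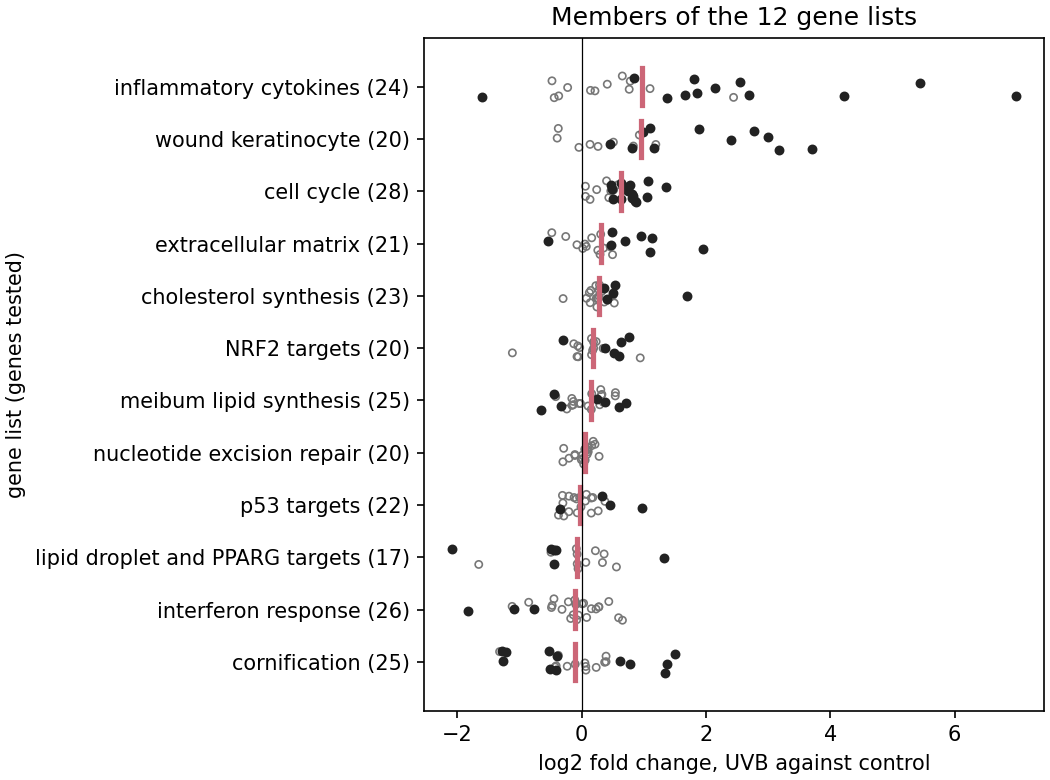
Log2 fold change of each tested member (horizontal axis) of the 12 lists (vertical axis, number of genes tested in brackets); filled points passed an adjusted p of 0.05 over all genes, open points did not, and bars are list medians. The medians run from -0.10 for cornification to 0.97 for inflammatory cytokines, and members of the cornification and lipid lists lie on both sides of 0.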

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

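The tests in this part were chosen after the values were seen. Among 56 values compared within the 4 controls, 5 had 1 library far from the other 3, where chance gives 2.8. A binomial test at 1 in 20 gives a probability of 0.147 for as many (one-sided), so the number of such values may be chance, although the values are not independent of each other. Groups of 3 are too small for this comparison, so UVB libraries were not examined in this way.

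The library apart was control b for 3 of the 5 values. Krt77 measured 84.995 CPM in control b against 27.17 to 31.97 CPM in the other controls, a gap of 0.917 of the range. Lce1m measured 13.6 CPM in control b against 5.42 to 5.77 CPM, a gap of 0.957. Both are genes of cornifying epithelium, so a candidate explanation is a larger share of cornified epidermis in that dissected gland. The mean of the cornification list in control b was 0.075 above the mean of the other controls on the log2 scale and inside their range of 6.57 to 6.86, which gives that explanation no support, but a single library cannot exclude it. Without control b the fall of Krt77 was -5.36 and passed the threshold (edgeR adjusted p = 2.32e-05; highest over its alternatives 0.0224), while Lce1m at -1.54 did not (0.0656). No biological explanation was tested, since the labels give nothing that sets this animal apart.

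The interferon response list averaged 2.93 log2 CPM in control b against 2.64 to 2.66 in the other controls, a gap of 0.935, and without control b its median moved from -0.10 to -0.033. The extracellular matrix list averaged 6.07 log2 CPM in control a against 6.42 to 6.47, a gap of 0.869; without control a the median was 0.23 in place of 0.31 and the list still passed (camera adjusted p = 0.00482; range over its alternatives 8.48e-10 to 0.557). Itga5 measured 23.2 CPM in control c against 18.9 to 19.5 CPM, a gap of 0.875; its log2 fold change without control c was 1.06. No cause of these 3 gaps was tested beyond the count above.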

How the results depend on the processing

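No paired analysis was possible because the columns carry no replicate numbers that match the labels. The count of genes that differ stayed within 1.5 times of 1787 under DESeq2 (2400, the highest), limma-voom, each other scaling, each other filter on counts, and unrounded counts (1783, an alternative chosen after seeing the data). Of the DESeq2 calls, 1782 were among the 1787. Under log2(TPM + 1) without a filter the counts were 1137 in all, 521 lower and 160 by at least 2-fold, and with the filter 180 by at least 2-fold. With the same filter, log2(TPM + 0.1) gave 283 by at least 2-fold, so the pseudocount accounts for part of the lower 2-fold counts. The counts in all were 1439 (673 lower) under log2(TPM + 1) with the filter and 1441 under log2(TPM + 0.1), so leaving out the filter accounts for part of the fall to 1137, while the smaller pseudocount left the count nearly the same. The cause of the rest was not tested. An adjusted p under 0.01 left 383 genes, 223 higher and 160 lower, with 131 by at least 2-fold, and glmTreat left 12, both stricter by construction. The share of higher genes moved by under 10 percentage points between scalings, from 48.3% to 51.8%.

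Across the 7 fits that each left out one replicate, the counts ran from 851 to 1898 genes in all, 421 to 927 higher, 430 to 971 lower and 262 to 394 by at least 2-fold. The share of higher genes was 58.5% without UVB b, where 201 genes were higher and 89 lower by at least 2-fold; the cause was not tested. Fewer libraries lower the counts in 6 of the 7; the cause of the rise without control a was not tested. The within minus between group correlation ran from 0.00891 to 0.0103 in these fits, where no permutation test could pass 0.05.

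The wound keratinocyte list kept its direction and call in each alternative, with medians from 0.78 to 1.15. With an estimated inter-gene correlation the medians do not change, but the calls of the cell cycle (median 0.64, adjusted p = 0.178), inflammatory cytokine (0.97, 0.134), cholesterol (0.28, 0.530), NRF2 (0.18, 0.530) and extracellular matrix (0.31, 0.557) lists were lost. Under fry, those of the cholesterol (0.28, 0.121), NRF2 (0.18, 0.0897) and extracellular matrix (0.31, 0.192) lists were lost. Both tests allow for correlation between the members of a list. When one replicate was left out, the medians ran from 0.11 to 0.25 for NRF2, 0.062 to 0.19 for meibum lipid synthesis, -0.24 to -0.0011 for the interferon response, -0.26 to 0.042 for cornification and -0.033 to 0.035 for p53 targets. The p53 median was also above 0 under log2(TPM + 1) with and without a filter (0.034 in both) and under log2(TPM + 0.1) (0.037). The cause was not tested, and none of these p53 values passed a threshold.

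Of the 40 named genes, 32 kept their direction and side of the threshold in each alternative. Over 830 gene results, 37 were weaker, 0 stronger and 1 reversed: Krt10, at -0.10 without UVB c, with a range from -0.10 to 0.21 over the fits that left out one replicate. Of the 34 genes past the threshold, 27 passed under each alternative that tested them. Depth limits the scarce genes most: Lcn2, Cyp24a1 and Bsn rest on a few counts in 1 group.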

Other observations

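The tests against the other splits of the libraries, the gene length test, and the basal keratinocyte and vitamin D tests were fixed before their results were seen; the other tests in this part were chosen after the result was seen. Each of the 4 counts of genes was reached in 1 of the 35 splits of the 7 libraries, the real one. The most genes in any other split was 1. Each other split puts control and UVB libraries in the same group, which adds the group difference to the spread within groups. The other counts therefore do not measure how many calls arise without a group difference. The smallest share that 35 splits can give is 0.0286. Technical sources of the 1787 genes were also tested. Mean library totals were nearly equal, with a ratio of 1.02 for UVB over control. Leaving out the 20 most abundant genes and mitochondrial rRNA gave 1789 genes, 940 higher and 849 lower, against 863 and 924 in the main fit. The total held, while the balance of directions changed. Taking the trend with effective gene length out of each library gave 1723 genes, 1598 of them among the 1787; across genes, which are not independent replicates, the log2 fold change and effective length had a Spearman rho of -0.11. These argue against depth, a few abundant genes and length as the whole cause. Differences in dissection or in handling that follow the groups stay open, as does shaving, since the labels do not say whether controls were shaved.

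The same splits set the list results apart. A camera p-value as small as the real one came from 1 of 35 splits, the real one, for each of the cell cycle, wound keratinocyte and inflammatory cytokine lists. For the other lists past camera's threshold it came from 9 of 35 splits for NRF2 targets, 12 for cholesterol synthesis and 17 for the extracellular matrix, so other splits of the libraries, each of which mixes the groups, give rises or falls as marked and this test does not tie these calls to UVB. The extracellular matrix list nevertheless averaged 6.49 to 7.02 log2 CPM in the UVB libraries and 6.07 to 6.47 in the controls. For lists that did not pass, it came from 18 splits for the interferon response, 20 for p53 targets, 22 for nucleotide excision repair, 23 for meibum lipid synthesis, 29 for lipid droplet genes and PPARG targets, and 33 for cornification.

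The wound list was compared with basal keratinocyte markers, because a higher share of basal keratinocytes would raise both. The 9 basal markers did not move together: their median was 0.25, but they ran from -0.30 to 0.68, with 4 below 0 and 7 further than 2 standard errors from the median. Their mean was higher after UVB by 0.18 on the log2 scale (exact two-sided permutation p = 0.0571). The wound list relative to them was higher after UVB by 0.98 on the log2 scale (exact two-sided permutation p = 0.0286, the smallest possible). A larger basal share alone therefore does not account for the wound list. A change of state in keratinocytes, a hypothesis named by the design, stays open and was not tested further.

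Awat2 fell further than the other sebocyte markers as a set, although Cidea (-0.50), Plin2 (-0.45) and Awat1 (-0.33) were also called lower. The other 11 sebocyte markers, 5 of them above 0, had a median of -0.13, and Awat2 relative to their mean was lower after UVB by a log2 difference of -0.64 (exact permutation p = 0.0286, the smallest possible, with 3 of 3 UVB libraries below every control). All 12 sebocyte markers are expressed in the controls, and 8 are also in another list. The fall was at least as large as -0.65 under the other scalings and the deposited TPM. These values argue against a lower share of meibocytes and against normalisation as the whole cause. A fall of wax ester synthesis after UVB was not tested and stays a hypothesis, and the time since the last exposure is not known.

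Markers of hair follicle, fixed before the data were examined, were lower in the UVB libraries: 20 of 20 members, with a median of -0.98 (camera adjusted p = 3.53e-10 over 13 marker lists), all 20 expressed in the controls and 0 in another list. The list did not pass under fry (adjusted p = 0.0579) or with an estimated inter-gene correlation (0.395), and 7 of the 20 members were called lower over all genes, or 12 adjusted over the list alone. The most abundant, Krt71 (367 CPM in controls) and Krt25 (225 CPM), had log2 fold changes of -0.80 and -0.92. The median was -0.98 also under library size alone, the scaling or TPM value closest to 0, which argues against normalisation. The members moved by a common amount, with 1 of 20 further than 2 standard errors from the median, which is consistent with a lower share of follicle tissue. However, 8 of the 35 splits gave as small a p-value, and the median was -1.57 without UVB c, where the markers averaged 4.99 log2 CPM against 5.00 in the lowest control. A difference between animals in hair cycle or in how much skin was dissected with the gland may therefore explain it, and these cannot be separated from UVB or shaving here.

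Macrophage markers moved apart. The list had a median of 0.89 (7 of 35 splits gave as small a camera p-value), but 7 of 13 markers lay further than 2 standard errors from it. Of the 13 markers, 10 were above 0, with 7 called higher and 0 lower over all genes, or 8 and 0 adjusted over the list alone. Cd163 (3.50, SE 0.40), Mrc1 (1.75, SE 0.41) and C1qb (1.29, SE 0.21) rose, while Csf1r (-0.0093, SE 0.23) and Cd68 (-0.41, SE 0.19), which are more abundant here, did not, and Lyz2, the most abundant at 120 CPM in controls, was at -0.77 (SE 0.51). More macrophages of the same kind does not account for this spread. A change in the kind of macrophage stays open as a hypothesis. Csf1r, Cd68 and Lyz2 are also expressed by other cells, which limits the argument, and 12 of 13 markers were above 1 CPM in the controls.

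Cyp24a1 is a known target of the vitamin D receptor, so receptor activation by UVB was tested with 12 other targets listed beforehand. They were lower after UVB, not higher: a median of -0.70 (camera p = 0.0016 and exact permutation p = 0.0286 for their mean), with 11 of 12 below 0. A general activation of the receptor is thus not seen in these libraries; a local source of Cyp24a1, which was high in UVB c above all, stays open. The p53 targets gave a further negative result. Camera called 20 of 20 simulated lists shifted by 0.4. Those genes were drawn independently, every listed member was shifted alike, and no gene outside the shifted lists was changed. The real p53 targets ran from -0.37 to 0.97 and their members may be correlated, so the power for this list may be lower. A weak or uneven shift of p53 targets therefore stays open. Sampling long after the last exposure stays open as a reason and was not tested.

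The cell cycle list was divided into 19 mitotic genes (median 0.74) and 9 replication genes (median 0.40). The mitotic genes relative to the replication genes were higher after UVB by 0.27 on the log2 scale, with an exact permutation p of 0.0571, so more cells in cycle and a shift between phases cannot be told apart.

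The other marker lists are given as values. The median log2 fold change was 0.76 for mast cell (2 of 35 splits gave as small a camera p-value), -0.82 for melanocyte (8 of 35) and -0.32 for skeletal muscle (22 of 35, with -0.076 without UVB c and -0.58 without UVB a). It was 0.59 for goblet cell and conjunctiva, 0.46 for lacrimal acinar cell, -0.73 for adipocyte, -0.27 for erythrocyte, 0.43 for neutrophil, 0.11 for T cell, -0.23 for Langerhans cell and -0.14 for sebocyte markers. Under log2(TPM + 1) it was 0.22 for goblet cell and conjunctiva, 0.0085 for lacrimal acinar cell, -0.34 for adipocyte, -0.17 for erythrocyte, 0.21 for T cell and 0.52 for mast cell markers. Single libraries moved several of these by over 1.5 times. Goblet cell and conjunctiva fell to 0.14 without UVB a, adipocyte markers moved to -0.37 without control c, neutrophil markers fell to 0.23 without UVB c and sebocyte markers moved to -0.070 without UVB c and -0.094 without control a. Langerhans cell markers ran from -0.35 without control a to -0.045 without control b, with -0.068 without UVB b. T cell markers ran from -0.028 without UVB c to 0.18 without control b, with 0.032 without UVB b, 0.041 without control d and 0.17 without control a. Erythrocyte markers moved to -0.040 without UVB c, with -0.12 without UVB a, -0.13 without UVB b and -0.17 without control a or control c. Mast cell markers were the only marker list to pass fry (adjusted p = 0.0151), and they also passed camera (adjusted p = 6.21e-05). They did not pass with an estimated inter-gene correlation (adjusted p = 0.293). All 8 members were above 0, with 3 called higher, and their mean was above every control in 3 of 3 UVB libraries. Only 4 of the 8 reached 1 CPM in the controls. Macrophage (camera adjusted p = 1.03e-05), melanocyte (0.000127) and skeletal muscle (0.00317) markers also passed camera, as hair follicle markers did, but none of these passed fry. Y-linked genes had too few rows for a list test here.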
